A study of Mus musculus with 11 samples. Its data were reported in "Pituitary cell translation and secretory capacities are enhanced cell autonomously by the transcription factor Creb3l2" (2019).

How the data were processed

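The data were 11 polyA RNA-seq libraries of AtT-20 cells, a mouse pituitary corticotroph tumour line that makes proopiomelanocortin (Pomc). Cells were infected with retroviral vectors and drug-resistant colonies were pooled into stable populations. Neo cells carried the control protein (3 libraries), Creb3l2 cells the active cleaved form of the transcription factor Creb3l2 (2 libraries, replicates 1 and 3), XBP1s cells the active spliced form of XBP1 (3 libraries) and Creb3l2+XBP1s cells both factors (3 libraries). The combined population was made by a further infection of Creb3l2 cells with an XBP1s vector and selection with both drugs. The labels gave the group and replicate number of each library and no batch or date. Whether replicates were separate infections or cultures of 1 pool was not stated.

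Per the labels, libraries were made with a strand-specific kit and sequenced as paired-end reads of 36 bp, while the study's reporting summary lists longer paired-end reads for them. The authors trimmed the reads, aligned them to the mm10 mouse genome with Tophat and counted them per gene with HTSeq-count, and the deposited values are raw counts for 23408 gene symbols per library. Whether the counting used strand was not stated, so named genes that share at least 4.7% of their exonic bases with a gene on the other strand were treated as uncertain. Dnm3 (1.6%), Crb3 (0.9%), Dnajb9 (0.5%) and Ppp1r15a (0.4%) share less and were not marked. Multiply aligned reads were set aside by the counter, which lowers the counts of genes with near-identical copies. Each count file ended in 5 summary lines that name no gene, which were kept out of library sizes and tests. Entries in no gene made up 9.60% to 11.4% of all counted and summary entries of a library, ambiguous ones 0.398% to 0.519% and alignments that were not unique 47.2% to 51.6%. A multiply aligned read can enter the last line once per alignment, so these are shares of entries and not of reads. The last share was 47.2% and 48.9% in the Creb3l2 libraries, against 51.1% to 51.6% in the Neo and XBP1s libraries and 49.8% to 50.2% in the Creb3l2+XBP1s libraries.

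A table of the comparisons made by the authors with DESeq was also deposited. It holds the authors' fold change as a ratio, the authors' log2 fold change and the authors' p-value with its adjusted q-value for each population against Neo. These values were used only for a description of how they relate to the counts.

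Counts assigned to genes ranged from 15409684 to 35180026 per library. With 3 counts taken as the floor below which a gene was not told from absent, a group with all libraries at or under 3 counts gave only a lower bound for a fold change. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. No symbol of a spike-in transcript was among the genes (0 symbols), so values are relative to the total of each library and a change of all mRNAs per cell cannot be seen. Counts of Creb3l2 and Xbp1 mix the endogenous transcript and the vector's cDNA.

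Differential expression was tested on the deposited counts with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 term per group and all 11 libraries in a single fit. Genes with a mean normalized count above 20 over all libraries were tested, the limit the authors set for an expressed gene, which left 12259 genes. TMM factors lay between 0.989 and 1.01. The common biological coefficient of variation was 2.78%. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was the log2 fold change divided by the square root of F. The interaction was the change from XBP1s to Creb3l2+XBP1s minus the change from Neo to Creb3l2, on the log2 scale. It is 0 where the combined change is the sum of both separate changes. Normalized counts are given as mean ± SD over the libraries of a group.

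Gene sets were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, on log2 CPM (prior count 2), and adjusted over 90 tests (15 sets in 6 comparisons). Each set was also tested with fry and with camera using a correlation estimated from the libraries. Sets of translation factors, ribosomal proteins, aminoacyl-tRNA synthetases and spermatogenesis, the translation genes with or without a Creb3l2 promoter peak and the genes lower or higher in the intermediate lobe of Tpit knockout mice came from lists of the study that rest on other experiments or on gene ontology. Sets for endoplasmic reticulum (ER) chaperones, translocation and ER-associated degradation (ERAD), COPI and COPII transport, PERK-ATF4-CHOP targets, glycolysis, sterol biosynthesis and oxidative phosphorylation were written from general knowledge. The study had named hexose metabolism, Ldha and Pdk1 from these same libraries, so the glycolysis set is not independent of them. The median log2 fold change of genes with a peak was compared with that of genes without by a two-sided permutation test over genes with 100000 resamples. Lists of hypoxia-response and interferon-response genes were written after the main results were seen and serve only the closing section. For the translation sets, the share of each gene's sequences of 36 bases that also occur in transcripts of another gene, pseudogenes included, was counted in the GENCODE M21 transcripts by exact match on either strand.

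Genes named in the text were Creb3l2, Xbp1, the 16 others that the study names for these cells or pathways and, in each comparison, the 3 genes with the largest rise and the 3 with the largest fall among those called changed whose normalized counts did not overlap between the groups (for the interaction, called changed alone). The groups, the tests, the gene sets of the report, this rule and all alternatives except thinning were chosen before the data were examined. The count of genes called in both single-factor comparisons and its simulations were added later. Coordinates are those of GENCODE M21 on mm10, in which 23043 of the symbols were matched, some through older symbols.

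The alternatives were DESeq2 size factors or total library size in place of TMM, the filterByExpr filter of edgeR or no filter beyond 1 count, DESeq2 1.42.0 or limma-voom in place of edgeR, a log2 fold change limit of 1, the replicate number as a block, fits of only the groups compared and each library left out in turn. Thinning of all libraries to the smallest gene total was added after the depths were seen.

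The calculations were tested on simulated data drawn from the means and library sizes of the real ones. Of 200 genes among 12259 changed by 1.5-fold, 188 were called (94%), all in the right direction, and 10 of 11999 unchanged genes were called. In a comparison without planted change no gene was called (0 genes). A set of 60 genes raised by 10% gave a p of 3.15e-28 with camera, and a control set of 60 gave 0.268. Replicate libraries were compared by chi-square over genes with at least 20 counts in the pair. The chi-square per degree of freedom was 1.55 to 4.20, so no replicate pair agreed within sampling noise. Each library was counted as 1 sample. This comparison cannot tell separate infections from cultures of 1 pool. The p-values therefore measure the spread between libraries of a population, which may not include that between infections.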

Results

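Messenger RNA was profiled in 4 stable AtT-20 populations to ask what Creb3l2, XBP1s and both factors together do to the transcriptome of a secretory cell. The gene counts per library were 15409684, 19877520 and 21877668 for Neo, 17436330 and 21817878 for Creb3l2, 21377316, 20321566 and 24133055 for XBP1s and 21255920, 18164831 and 35180026 for Creb3l2+XBP1s. Pomc was the gene with the most counts in each library, at 0.71% to 1.19% of the total. In a principal component analysis of all tested genes the first component held 55.3% of the variance and separated the Creb3l2+XBP1s libraries (27.7 to 28.7) from the other 8 (-15.0 to -4.69). The second component held 16.8% and separated the Neo libraries (14.3 to 15.3) from the rest (-11.1 to -0.97).

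The targeted genes were examined first. Creb3l2 (chromosome 6, 37327255 to 37442146, minus strand, mm10) had 2022 ± 38.3 normalized counts in Neo cells (SD, n = 3) and 12583 ± 224 in Creb3l2 cells (SD, n = 2), a log2 fold change of 2.64 (SE 0.03, adjusted p 6.05e-25). In Creb3l2+XBP1s cells it reached 15392 ± 86.9 (SD, n = 3), a log2 fold change of 2.93 against Neo (SE 0.03, adjusted p 1.79e-26). XBP1s cells had 2337 ± 42.2 normalized counts of Creb3l2 (SD, n = 3), 0.21 above Neo on the log2 scale (adjusted p 4.42e-06). Xbp1 (chromosome 11, 5520659 to 5525893, plus strand) rose from 5660 ± 111 normalized counts in Neo cells (SD, n = 3) to 13720 in XBP1s cells (mean of 3 libraries, 13570 to 13833), a log2 fold change of 1.28 (SE 0.03, adjusted p 1.43e-19). Creb3l2 cells had 6101 ± 229 (SD, n = 2), 0.11 above Neo on the log2 scale (adjusted p 0.00757). Without Creb3l2 replicate 1 that difference was 0.067, and without replicate 3 it was 0.16. Xbp1 was lower in Creb3l2+XBP1s cells, at 10232 ± 81.4 (SD, n = 3), than in XBP1s cells, with a log2 fold change of -0.42 (SE 0.03, adjusted p 5.23e-12). All libraries carried the targeted gene in the direction that their labels give.

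**Figure D1:**
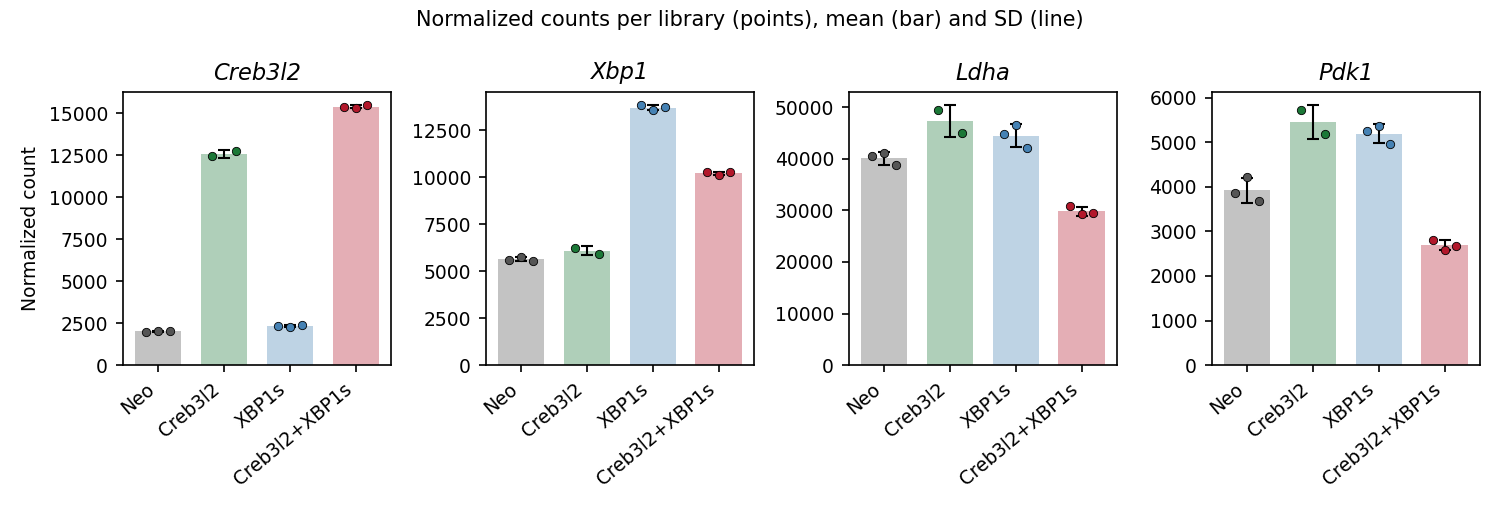
Normalized counts of Creb3l2, Xbp1, Ldha and Pdk1 in each library (points) of the 4 populations, with the group mean (bar) and SD (line). Creb3l2 was highest in Creb3l2 and Creb3l2+XBP1s libraries and Xbp1 in XBP1s libraries, while Ldha and Pdk1 were lowest in Creb3l2+XBP1s libraries.

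Each population was then compared with Neo and with the others. Of 12259 genes, 4405 (35.9%) differed between Creb3l2 and Neo cells, 2166 of them higher and 2239 lower. XBP1s cells differed from Neo in 5558 genes (45.3%), with 2737 higher and 2821 lower. Creb3l2+XBP1s cells differed from Neo in 6792 genes (55.4%), with 3520 higher and 3272 lower. Between Creb3l2+XBP1s and Creb3l2 cells 7632 genes (62.3%) differed, and between Creb3l2+XBP1s and XBP1s cells 7942 (64.8%). These calls rest on the spread between libraries of a population, which may not include the spread between infections. Most changes against Neo were small. Of the called genes, 62.6% changed by less than 1.2-fold in Creb3l2, 64.9% in XBP1s and 56% in Creb3l2+XBP1s cells against Neo. The share was lower between Creb3l2+XBP1s and Creb3l2 cells (44.4%) and between Creb3l2+XBP1s and XBP1s cells (49.3%). A limit of 1 on the absolute log2 fold change moved the counts most of all alternatives and left 79, 62 and 257 genes in Creb3l2, XBP1s and Creb3l2+XBP1s cells against Neo. In Creb3l2+XBP1s cells, 217 of these 257 genes were lower than in Neo, whereas in XBP1s cells 56 of 62 were higher.

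The interaction asked whether the combined population departed from the sum of both separate changes. It was called in 7515 genes (61.3%), 3860 above the sum and 3655 below. With an absolute log2 value of at least 1 it was called in 688 genes, 594 of them below the sum. No library analysed here came from cells infected with both vectors but without both factors, so this comparison carries the effects of the further infection and selection as well.

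**Figure D2:**
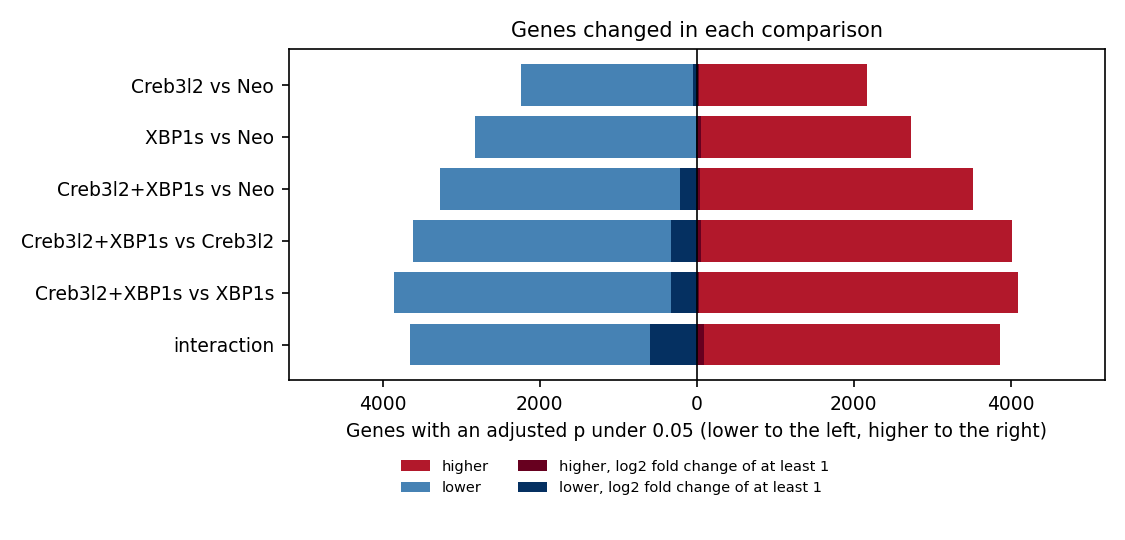
Number of genes with an adjusted p under 0.05 in each comparison, lower to the left and higher to the right, with dark shading for an absolute log2 fold change of at least 1. The comparisons that involve Creb3l2+XBP1s cells held 6792 to 7942 genes, against 4405 and 5558 for the separate factors against Neo.

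The changes of both single-factor populations were set against each other. Of 2938 genes called in Creb3l2 and in XBP1s against Neo, 2789 (94.9%) moved in the same direction. Of these, 1769 were also called in Creb3l2+XBP1s cells, 882 of them (49.9%) in the opposite direction. Since both comparisons share the Neo libraries, unchanged groups were simulated against them. The shared libraries alone gave agreement in direction. Of the genes called in both at an unadjusted p under 0.05, 98.3% to 100% agreed in simulations, against 93.7% observed. The simulated share was already near its upper limit, so the observed share could hardly exceed it. The share with the same direction therefore neither shows nor excludes a shared response. At an unadjusted p under 0.05, 3783 genes were called in both comparisons, against a mean of 108.2 in 10 simulations, and at the adjusted threshold 2938 against 0. Pearson's r between the log2 fold changes across all genes was 0.57, above the 0.44 to 0.48 of 20 simulations. With the Neo libraries split between the comparisons so that no library was shared, the mean r of the 6 splits was 0.45, against -0.03 to 0.03 in simulations. This split moved r most among its alternatives. These correlations are across genes, which are not independent replicates.

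The largest changes were mostly in genes of low expression. Cd74 (chromosome 18, 60803848 to 60812652, plus strand) had 7.91 ± 3.4 normalized counts in Neo (SD, n = 3), 170.4 ± 10.9 in Creb3l2 (SD, n = 2), 104.4 ± 15 in XBP1s (SD, n = 3) and 3.26 ± 1.36 in Creb3l2+XBP1s cells (SD, n = 3). Its log2 fold change was 4.36 in Creb3l2 (adjusted p 1.22e-11) and 3.65 in XBP1s cells (adjusted p 3.96e-11) against Neo. Cd300lb rose in all 3 populations, with log2 fold changes of 2.15, 2.19 and 3.66. Grb10 rose by 1.83 in Creb3l2 cells, Fkbp11 and Bhlha15 by 2.35 and 2.24 in XBP1s cells, and Fkbp11 and Dpep1 by 2.57 and 2.42 in Creb3l2+XBP1s cells on the log2 scale. Among the genes that fell, Spock1 (chromosome 13, 57421195 to 57908332, minus strand) had 93.2 ± 6.4 normalized counts in Neo (SD, n = 3), 7.53 ± 1.94 in Creb3l2 (SD, n = 2) and 0.336 ± 0.581 in Creb3l2+XBP1s cells (SD, n = 3), at least 26.4-fold lower than in Neo. 3830403N18Rik was at least 27.5-fold lower in Creb3l2+XBP1s than in Neo cells, and 1700113H08Rik had a log2 fold change of -4.26. C1qtnf1 was at least 6.41-fold lower in Creb3l2 than in Neo cells and at least 14.3-fold higher in Creb3l2+XBP1s than in Creb3l2 cells. Its value in Creb3l2 cells rested on 0 counts in replicate 1 and 3 counts in replicate 3. Dnm3 fell by 2.59 in Creb3l2 cells, and Mfi2 (Meltf in GENCODE), Rcn3 and Adamts9 fell by 1.45, 1.12 and 1.12 in XBP1s cells on the log2 scale. Of these, Dnm3 was also called lower in XBP1s (-0.674) and Creb3l2+XBP1s cells (-1.563), Mfi2 in Creb3l2+XBP1s cells (-1.212) and Adamts9 in Creb3l2 (-1.321) and Creb3l2+XBP1s cells (-1.53), while Rcn3 was called higher in Creb3l2 (1.625) and Creb3l2+XBP1s cells (0.993) and C1qtnf1 in XBP1s (2.175) and Creb3l2+XBP1s cells (1.212). Between the combined and the separate populations the rule also named Rtp4, which was 2.40 higher than in Creb3l2 cells, and Pdgfrb and Fzd9, both 1.81 higher than in XBP1s cells. The value of Rtp4 was 3.35 without Creb3l2 replicate 1 and 1.721 without Creb3l2 replicate 3. For the interaction it named Oasl2 (2.33), Ism1 (2.20), Crb3 (-3.83) and Slc4a5 (-3.76). Crb3 and Slc4a5 had only 0 to 5 and 3 to 8 counts in Creb3l2+XBP1s libraries, so their sizes are imprecise. C1qtnf1, Rcn3 and Adamts9 share 20.5%, 16.9% and 12% of their exonic bases with a gene on the other strand, and Rtp4 shares 13.9% with a gene on its own strand, so their values are uncertain.

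Whether Creb3l2 raised the genes of the translation machinery was tested by gene set. The median log2 fold change in Creb3l2 against Neo cells was -0.04 for 67 translation factors (camera adjusted p 0.0298), -0.07 for 63 mitochondrial ribosomal proteins (adjusted p 0.0217) and -0.05 for 43 aminoacyl-tRNA synthetases (adjusted p 0.0431). Of the translation factors, 6 were called higher and 26 lower. For 74 cytosolic ribosomal proteins the median was 0.05 (adjusted p 0.0157), with 19 genes higher and 3 lower. That value rested on a single library, since it was 0.106 without Creb3l2 replicate 3 and 0.006 without Creb3l2 replicate 1. The medians of the translation factors and mitochondrial ribosomal proteins also moved, to -0.021 and -0.035 without Creb3l2 replicate 3. Translation factors lost their call without Neo replicate 2 or 3 (-0.036 and -0.024), cytosolic ribosomal proteins without Neo replicate 1 (0.034), and mitochondrial ribosomal proteins and synthetases without Neo replicate 3 (-0.047 and -0.034). Of these 4 sets, 3 kept the call under fry, cytosolic ribosomal proteins lost it (adjusted p 0.15), and with a correlation estimated from the libraries all 4 lost it. Over all 90 set tests, 55 were called, 54 of them also under fry and 12 also with the estimated correlation. In XBP1s cells all 4 medians were negative, from -0.08 for synthetases (adjusted p 0.00197) to -0.13 for cytosolic ribosomal proteins (adjusted p 1.58e-11). In Creb3l2+XBP1s cells translation factors were higher than in Neo, with a median of 0.06 (adjusted p 0.0478), which lost the call without Neo replicate 1 (0.05) or Creb3l2+XBP1s replicate 3 (0.072). Cytosolic ribosomal proteins were lower, with a median of -0.09 (adjusted p 3.64e-05). Mitochondrial ribosomal proteins (0.03, adjusted p 0.107) and synthetases (0.008, adjusted p 0.492) were not told from the other genes. Fry, which compares a set with no change and not with other genes, called both (adjusted p 0.00415 and 0.000177). With single libraries left out camera called neither, but the medians ranged from 0.038 to 0.074, the highest without Creb3l2+XBP1s replicate 1, and from -0.003 without Creb3l2+XBP1s replicate 3 to 0.033 without Creb3l2+XBP1s replicate 1. Omission of Neo replicate 1, 2 or 3 also moved them, to 0.056, 0.062 and 0.065 and to 0.016, 0.014 and 0.025.

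Translation genes that the study lists with a Creb3l2 promoter peak were compared with those listed without. In Creb3l2 against Neo cells the median log2 fold change was 0.0 for 187 genes with a peak and -0.05 for 62 genes without, a difference of 0.05 (permutation p 0.0207, adjusted p over 3 comparisons 0.0621). The difference had this direction in both Creb3l2 libraries. The difference was 0.014 in XBP1s (adjusted p 0.43) and 0.04 in Creb3l2+XBP1s cells (adjusted p 0.393). None of the 3 passed the adjusted threshold. Within translation factors alone (55 with and 12 without a peak) the difference was 0.097 in Creb3l2 and 0.121 in Creb3l2+XBP1s cells. Both had a permutation adjusted p of 0.0279. That adjustment covered the 3 comparisons within this set and not the other sets tested in the same way. Resampling was over genes, which are not independent replicates. Within cytosolic ribosomal proteins the difference was -0.019 in Creb3l2 cells. Without Creb3l2 replicate 1 the difference in Creb3l2 cells over all genes was 0.033, with medians of -0.032 with and -0.064 without a peak. Without Creb3l2 replicate 3 the medians were 0.014 and -0.032. The difference in XBP1s cells ranged from 0.005 without Neo replicate 2 to 0.02 without XBP1s replicate 3.

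Secretory pathway genes were tested in the same way. The ER set rose by a median log2 fold change of 0.61 in XBP1s cells (camera adjusted p 2.77e-44), with 71 of 73 genes called higher and none lower (0 genes). Per-library medians were 0.60 to 0.62. In Creb3l2 cells the median was 0.026 (adjusted p 0.112), or 0.015 without Neo replicate 1, and in Creb3l2+XBP1s cells 0.36 (adjusted p 6.43e-23), lower than in XBP1s cells by the direct comparison, with a median of -0.18 (adjusted p 8.71e-09). COPI and COPII transport genes rose in all 3 populations, with medians of 0.11, 0.20 and 0.27 for Creb3l2, XBP1s and Creb3l2+XBP1s cells (adjusted p 9.05e-07, 2.87e-12 and 2.66e-13). PERK-ATF4-CHOP targets had medians of 0.08 (adjusted p 0.0702), 0.09 (adjusted p 0.0402) and 0.01 (adjusted p 0.886). In Creb3l2 cells the set was called without Neo replicate 3 (0.09, adjusted p 0.0423), and the value was 0.053 without Creb3l2 replicate 1 and 0.105 without Creb3l2 replicate 3. Fry called both this set (adjusted p 0.00227) and the ER set (adjusted p 0.00363) in Creb3l2 cells. The value in Creb3l2+XBP1s cells ranged from -0.013 without Neo replicate 1 to 0.038 without Neo replicate 2. The call in XBP1s cells was lost without Neo replicate 1 (0.082) or XBP1s replicate 3 (0.099).

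Of the 16 further genes that the study names, 8 were called in Creb3l2, 12 in XBP1s and 11 in Creb3l2+XBP1s cells against Neo, and adjusted over the list alone 8, 12 and 12. The study chose some of them on these libraries, so the list is not independent evidence. Dnajb9 rose by 1.69 on the log2 scale in XBP1s cells (SE 0.04, adjusted p 2.89e-19) and by 1.09 in Creb3l2+XBP1s cells. In Creb3l2 cells it rose by 0.126 (adjusted p 0.037), a call lost without Neo replicate 1 (0.077), as was that of Ppp1r15a (0.102). The call of Ppp1r15a was also lost under total library size (adjusted p 0.0509), DESeq2 (0.13) and the replicate block (0.058). Sec23b and Ssr3 rose by 0.78 and 0.66 in XBP1s cells and by 0.649 and 0.194 in Creb3l2+XBP1s cells, while in Creb3l2 cells neither was called (adjusted p 0.584 and 0.967). Sec23a rose in Creb3l2 (0.31, adjusted p 0.00208) and Creb3l2+XBP1s cells (0.59, adjusted p 4.17e-08) and not in XBP1s cells (-0.075, adjusted p 0.38), where it ranged from -0.121 without Neo replicate 1 to -0.029 without Neo replicate 2. Ddit3 rose by 0.23 in XBP1s and 0.80 in Creb3l2+XBP1s cells, Eif2ak3 by 0.65 and 0.56 (and by 0.142 in Creb3l2 cells), and Atf6 by 0.45 in XBP1s cells. Sec23a, Eif2ak3, Kcnma1 and Ddit3 share 8.9%, 8%, 6% and 4.7% of their exonic bases with a gene on the other strand, and Naip5 and Naip6 are near-identical paralogs whose reads the counting could not always place, so their values are uncertain.

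Glycolysis and sterol biosynthesis moved in opposite directions in the single-factor and combined populations. The glycolysis set of 22 genes had a median log2 fold change of 0.28 in Creb3l2 (camera adjusted p 1.67e-08), 0.17 in XBP1s (adjusted p 0.00075) and -0.30 in Creb3l2+XBP1s cells (adjusted p 2.98e-06) against Neo. Its interaction was -0.75 (adjusted p 1.15e-08), with 20 of 22 genes called below the sum. With the estimated correlation none of these glycolysis calls held, and the adjusted p of the interaction was 0.189. The sterol set of 23 genes had medians of 0.14 (adjusted p 4.52e-07), 0.36 (adjusted p 1.07e-13) and -0.40 (adjusted p 6.32e-11), and an interaction of -0.94 (adjusted p 9.74e-15) with all 23 genes called below the sum. These calls held under fry and the estimated correlation. Ldha (chromosome 7, 46841475 to 46855627, plus strand) had 40139 ± 1260 normalized counts in Neo (SD, n = 3), 47303 ± 3130 in Creb3l2 (SD, n = 2), 44505 ± 2210 in XBP1s (SD, n = 3) and 29854 ± 861 in Creb3l2+XBP1s cells (SD, n = 3). Its log2 fold change against Neo was 0.24 (SE 0.04), 0.15 (SE 0.04) and -0.43 (SE 0.04), with adjusted p of 9.31e-05, 0.00176 and 1.91e-09. Pdk1 (chromosome 2, 71873224 to 71903858, plus strand) had 3917 ± 270 in Neo (SD, n = 3), 5452 ± 383 in Creb3l2 (SD, n = 2), 5194 ± 204 in XBP1s (SD, n = 3) and 2689 ± 118 in Creb3l2+XBP1s cells (SD, n = 3), and log2 fold changes of 0.48, 0.41 and -0.54. Nuclear genes of oxidative phosphorylation had medians of -0.01 (adjusted p 0.492), -0.08 (adjusted p 0.000161) and -0.04 (adjusted p 0.191). The first ranged from -0.041 without Creb3l2 replicate 1 to 0.006 without Creb3l2 replicate 3, and the last from -0.048 without Neo replicate 1 to -0.016 without Neo replicate 3.

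**Figure D3:**
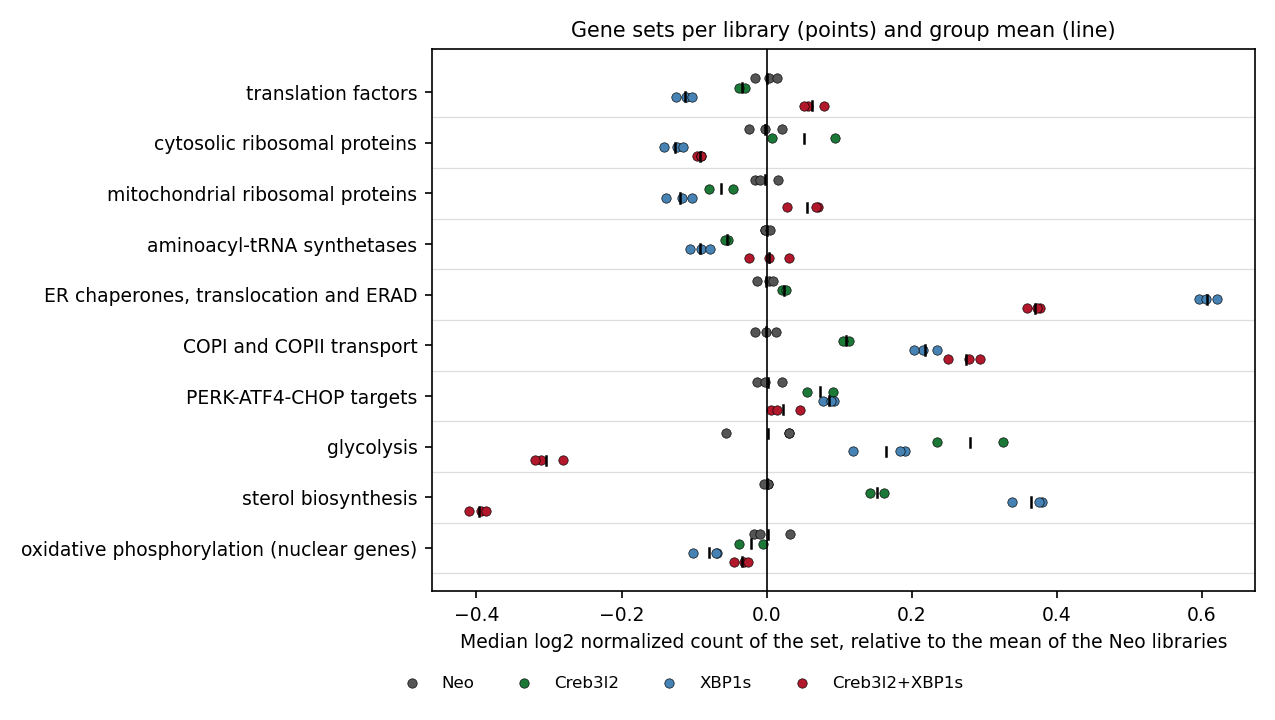
Median log2 normalized count of each gene set in each library (points), relative to the mean of the Neo libraries, with the group mean (line). Glycolysis and sterol genes lay above Neo in Creb3l2 and XBP1s libraries and below it in all 3 Creb3l2+XBP1s libraries, at -0.319 to -0.28 and -0.41 to -0.387.

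Corticotroph genes and the genes that depend on Tpit (Tbx19) in the intermediate lobe were compared last. Pomc (chromosome 12, 3954951 to 3960642, plus strand) had 199960 ± 1850 normalized counts in Neo (SD, n = 3), 240680 ± 20700 in Creb3l2 (SD, n = 2), 201480 ± 6150 in XBP1s (SD, n = 3) and 154870 ± 1720 in Creb3l2+XBP1s cells (SD, n = 3). Its log2 fold change was 0.27 in Creb3l2 (SE 0.03, adjusted p 3.24e-06), 0.01 in XBP1s (adjusted p 0.799) and -0.37 in Creb3l2+XBP1s cells (adjusted p 1.29e-09). The first value was 0.175 without Creb3l2 replicate 1 and 0.366 without Creb3l2 replicate 3, and the value in XBP1s cells was -0.003 without XBP1s replicate 2 and 0.042 without XBP1s replicate 3. Tbx19 did not differ in Creb3l2 cells (0.004, adjusted p 0.932, or -0.001 without Creb3l2 replicate 1 and 0.02 without Creb3l2 replicate 3) and was lower in XBP1s cells (-0.105, adjusted p 0.00243) and in Creb3l2+XBP1s cells (-0.24, adjusted p 8.5e-08). Genes lower in the Tpit knockout lobe had medians of 0.01 in both single-factor populations (adjusted p 0.46 and 0.108) and 0.07 in Creb3l2+XBP1s cells (adjusted p 0.0062). The value in XBP1s cells ranged from 0.01 without Neo replicate 1 to 0.027 without Neo replicate 3, and fry called the set in both single-factor populations (adjusted p 0.0377 and 5.69e-05). Genes higher in that knockout had medians of 0.003 (adjusted p 0.84), 0.05 (adjusted p 0.163, with fry 0.000208) and -0.09 (adjusted p 0.00238), the first of which ranged from -0.009 without Neo replicate 1 to 0.012 without Neo replicate 3. One member was at the floor, and with it at its bound the medians were the same. Spermatogenesis genes, a set without a stated link to the factors, had medians of 0.001, 0.0 and 0.0, none of them called (adjusted p 0.961, 0.999 and 0.841). Single libraries moved these across 0, from -0.004 without Neo replicate 1 to 0.02 without Creb3l2 replicate 1, from -0.004 without XBP1s replicate 2 to 0.014 without XBP1s replicate 1 and from -0.011 without Neo replicate 1 to 0.012 without Neo replicate 2.

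Values in the authors' deposited table were compared with those computed here. The authors' deposited table holds 11814 genes, of which 11633 were shared with the genes tested here. Pearson's r of the log2 fold changes across these genes was 0.999 for Creb3l2, 0.9993 for XBP1s and 0.999 for Creb3l2+XBP1s against Neo. The authors' deposited table calls 3007, 4145 and 5461 genes at a q-value under 0.05, and of those among the shared genes 2988, 4122 and 5403 were also called here. None was called there alone (0 genes) and none had the opposite sign (0 genes), while 1284, 1259 and 1149 genes were called here alone. In the authors' deposited table Creb3l2 was 6.24-fold higher in Creb3l2 cells, Xbp1 was 2.42-fold higher in XBP1s cells, and Ldha and Pdk1 had log2 fold changes of -0.43 and -0.54 in Creb3l2+XBP1s cells.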

Values the study reported

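The study reported 6484 Creb3l2 binding peaks and 258 XBP1 peaks. It counted 55 translation factors, 105 ribosomal proteins and 30 aminoacyl-tRNA synthetase genes among the direct targets of Creb3l2. Changes of translation rate by 25–36% were reported after gain or loss of Creb3l2, and a rise of cellular protein content by about 25% on Creb3l2 overexpression.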

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

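The tests on normalization, on the further infection and on the Xbp1 level were chosen only after the results were seen, and the list of hypoxia-response genes was written after the glycolysis result and before its own test. Each result here came up because the interaction test found that adding Creb3l2 had a different effect in XBP1s cells than in Neo cells, or the reverse.

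The interaction was called in 7515 genes. Among the gene sets it was below 0 for glycolysis (-0.748), sterol biosynthesis (-0.944), the ER set (-0.244), COPI and COPII transport (-0.104) and genes higher in the Tpit knockout lobe (-0.117). It was above 0 for translation factors (0.226), mitochondrial ribosomal proteins (0.232), aminoacyl-tRNA synthetases (0.15) and translation genes with (0.127) and without (0.143) a Creb3l2 promoter peak. All 10 were called by camera, and only the sterol set also with an estimated correlation. The COPI and COPII call was lost under total library size (-0.078) and without Neo replicate 1 (-0.092), XBP1s replicate 2 (-0.112) or Creb3l2+XBP1s replicate 2 (-0.11).

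For glycolysis and sterol genes the technical explanations were weighed first. Depth as the whole cause was excluded, since with all libraries thinned to the smallest the median interactions were -0.761 and -0.95. GC content and gene length together held 5.58% of the variance of the interaction across genes, and with their trend removed the medians were -0.577 and -0.871, so this trend was not the whole cause. The choice between TMM and total library size mattered little, with medians of -0.721 and -0.918 under the latter. TMM factors lay between 0.989 and 1.01, so these scalings could hardly differ and other kinds are not excluded by this. A few dominant genes were not in play, since the top 10 genes held 3.63% to 4.67% of the counts. The study also measured less lactate production, less glucose use and more ATP turnover in Creb3l2+XBP1s cells. It read these as a move away from glycolysis, so the fall in that population does not rest on mRNA alone. A hypoxia-like state of the cultures that differs between populations may lie behind the glycolysis pattern. A list of 30 hypoxia-response genes outside glycolysis, of which 26 were tested and 4 are in other sets, had a median interaction of -0.433 (camera adjusted p 0.000731), with medians of 0.18 in Creb3l2, 0.085 in XBP1s and -0.07 in Creb3l2+XBP1s cells against Neo, the last of which camera did not call (adjusted p 0.123) and fry did (adjusted p 0.000192), with 11 genes called lower and 7 higher. Such a state could come from the factors or from the density of the cultures, which the labels do not give per library. The separate infection and drug selection of the combined population cannot be told apart from the combination itself, because 0 libraries came from cells with both vectors and without both factors. An effect of the 2 factors on each other stays open as well and was not tested apart from these.

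The ER set was raised less by XBP1s in Creb3l2 cells than in Neo cells. The Xbp1 interaction was -0.531, so a lower level of Xbp1 in the combined population is a candidate explanation. The excess of the ER set over its background, summed over 73 genes, was 0.393 times as large in the combined population (SE 0.0137), and the excess of Xbp1 was 0.5125 times as large (SE 0.0219). The median of the ratios of members was 0.5085, with quartiles of 0.306 and 0.752, but it covers only the 58 members called at least 0.3 higher on the log2 scale in XBP1s cells, a choice on the denominator of the ratio itself, and was not the planned measure. How the ER genes follow the Xbp1 level is not known from 4 populations, so the Xbp1 level and an effect of Creb3l2 cannot be told apart.

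Among the named genes the interaction was -0.813 for Ldha, -1.423 for Pdk1, -0.647 for Pomc, -0.143 for Tbx19, -0.488 for Atf4, -0.477 for Atf6, -0.226 for Eif2ak3, -0.189 for Ppp1r15a, -0.466 for Ssr3, -0.284 for Kcnma1 and -0.728 for Dnajb9. It was 0.605 for Ddit3, 0.353 for Sec23a, 0.189 for Naip5 and 0.51 for Naip6. The value of Naip6 was 0.751 without Creb3l2 replicate 3 and 0.337 without Creb3l2 replicate 1. Naip5 and Naip6 are paralogs, and Sec23a, Eif2ak3, Kcnma1 and Ddit3 overlap genes on the other strand. The remaining genes were those with the largest interaction, by fitted value, namely Oasl2 (2.33), Ism1 (2.199), C1qtnf1, Cd74 (-9.35), Crb3 (-3.825) and Slc4a5 (-3.757). C1qtnf1 was at the floor in Creb3l2 cells, with 0 and 3 counts. Its interaction is therefore given only as a bound of at least 1.701 and cannot be ranked among the others. Cd74, Crb3 and Slc4a5 were near the floor in Creb3l2+XBP1s cells, with 2 to 5, 0 to 5 and 3 to 8 counts. Cd74 had 3 to 10 counts in Neo cells as well. The sizes of these 3 interactions are therefore imprecise. For these genes no explanation was tested singly, and the further infection of the combined population stays open for each.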

How the results depend on the processing

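All alternatives except the thinned libraries were fixed in advance. Apart from the fold limit, counts of changed genes lay between 0.739 and 1.056 times the reported ones, the lowest being DESeq2 for Creb3l2 against Neo, which shared 73.9% of the calls. The share of higher calls moved by at most 7.2 percentage points. With a limit of 1 on the absolute log2 fold change, 79 (Creb3l2), 62 (XBP1s) and 257 genes (Creb3l2+XBP1s) remained against Neo, 390 between Creb3l2+XBP1s and Creb3l2, 353 between Creb3l2+XBP1s and XBP1s and 688 for the interaction, because few changes were that large. With single libraries left out, counts ranged from 3744 to 4033, 4767 to 5091 and 5998 to 6338 against Neo, and from 7122 to 7370 for the interaction. For 6 such counts no value was given, because a Creb3l2 group of 1 sample remained.

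Over all 90 set tests, 12 of the 55 camera calls held with the correlation estimated per set. The 61 gene set results followed here include some that camera had not called at the preset correlation. Among the 61, 30 calls were lost. In Creb3l2 against Neo these were translation factors (-0.041, adjusted p between 0.0105 and 0.502 over the alternatives), cytosolic ribosomal proteins (0.047, 0.00371 to 0.761), mitochondrial ribosomal proteins (-0.069, 0.015 to 0.444), synthetases (-0.048, 0.00011 to 0.17), COPI and COPII transport (0.113) and glycolysis (0.277). In XBP1s against Neo they were translation factors (-0.108), cytosolic (-0.129) and mitochondrial ribosomal proteins (-0.125), synthetases (-0.083), translation genes with (-0.112) and without a peak (-0.126), PERK-ATF4-CHOP targets (0.086), glycolysis (0.173) and oxidative phosphorylation (-0.083). In Creb3l2+XBP1s against Neo they were translation factors (0.059), cytosolic ribosomal proteins (-0.092), genes lower (0.07) and higher (-0.091) in the Tpit knockout lobe and glycolysis (-0.304), and against XBP1s the ER set (-0.184). In the interaction they were translation factors (0.226), mitochondrial ribosomal proteins (0.232), synthetases (0.15), translation genes with (0.127) and without a peak (0.143), genes higher in the Tpit knockout lobe (-0.117), the ER set (-0.244), COPI and COPII transport (-0.104) and glycolysis (-0.748, 2.44e-09 to 0.189). The cause was not tested.

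Fry no longer called cytosolic ribosomal proteins in Creb3l2 cells (0.047). It newly called translation genes without a peak (-0.054), genes lower in the Tpit knockout lobe (0.014), the ER set (0.026) and PERK-ATF4-CHOP targets (0.081) in Creb3l2 cells, genes lower (0.012) and higher (0.05) in the Tpit knockout lobe in XBP1s cells, mitochondrial ribosomal proteins (0.032) and synthetases (0.008) in Creb3l2+XBP1s cells, and PERK-ATF4-CHOP targets in the interaction (-0.088). Its direction was reversed for the interaction of spermatogenesis genes (median 0.041) and of genes lower in the Tpit knockout lobe (median 0.018). With total library size the interaction of COPI and COPII transport lost its call (-0.078) and that of Creb3l2 itself gained one (0.109). The cause was not tested.

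The difference between genes with and without a peak in Creb3l2 cells was called under filterByExpr (0.056) and within translation factors (0.097), with adjusted p between 0.0279 and 0.919 over the alternatives. In Creb3l2+XBP1s cells it was called within translation factors (0.121). Tests within a set were adjusted over the comparisons of that set alone and not over the sets. It reversed within cytosolic ribosomal proteins in Creb3l2 (-0.019) and XBP1s cells (-0.008) and within synthetases in XBP1s cells (-0.018). Other reversals concerned values near 0, namely Tbx19 in Creb3l2 cells (-0.006) and Pomc in XBP1s cells (-0.01) with total library size, and Ssr3 in Creb3l2 cells with DESeq2 size factors (0.001) and DESeq2 (0.003). The test direction of spermatogenesis genes in XBP1s cells reversed with DESeq2 size factors (-0.001), total library size (-0.021) and filterByExpr (0). The cause was not tested.

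With single libraries left out, values in Creb3l2 against Neo ranged from -0.057 to -0.021 for translation factors, 0.006 to 0.106 for cytosolic and -0.084 to -0.035 for mitochondrial ribosomal proteins, -0.059 to -0.034 for synthetases, -0.032 to 0.014 for translation genes with and -0.064 to -0.032 without a peak, 0.033 to 0.047 for their difference, 0.053 to 0.105 for PERK-ATF4-CHOP targets, 0.233 to 0.34 for glycolysis, 0.14 to 0.176 for sterol biosynthesis, -0.041 to 0.006 for oxidative phosphorylation, -0.009 to 0.012 for genes higher in the Tpit knockout lobe and -0.004 to 0.02 for spermatogenesis. Among genes the ranges were 0.067 to 0.16 for Xbp1, -0.001 to 0.02 for Tbx19, -0.076 to 0.014 for Ddit3, -0.064 to 0.006 for Sec23b and -0.02 to 0.013 for Ssr3. In XBP1s cells they were 0.082 to 0.101 for PERK-ATF4-CHOP targets, -0.004 to 0.014 for spermatogenesis and -0.003 to 0.042 for Pomc. In Creb3l2+XBP1s cells they were 0.05 to 0.084 for translation factors, 0.038 to 0.074 for mitochondrial ribosomal proteins, -0.003 to 0.033 for synthetases, -0.013 to 0.038 for PERK-ATF4-CHOP targets, -0.035 to 0.02 for Atf4 and -0.021 to 0.038 for Ppp1r15a. Newly called were PERK-ATF4-CHOP targets in Creb3l2 cells without Neo replicate 3 (0.09, adjusted p 0.0423), translation genes without a peak in Creb3l2 cells without Neo replicate 1 (-0.06, adjusted p 0.0441) and the interaction of Creb3l2 itself without Neo replicate 1 (0.097, adjusted p 0.0477). The cause was not tested.

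Interactions with single libraries left out ranged from -0.823 to -0.694 for glycolysis, -0.967 to -0.916 for sterol biosynthesis, -0.258 to -0.225 for the ER set, -0.13 to -0.092 for COPI and COPII transport, -0.124 to -0.068 for PERK-ATF4-CHOP targets, 0.2 to 0.238 for mitochondrial and -0.044 to 0.041 for cytosolic ribosomal proteins, 0.106 to 0.153 for translation genes with and 0.13 to 0.172 without a peak, 0.003 to 0.073 for oxidative phosphorylation, 0.012 to 0.028 for genes lower in the Tpit knockout lobe, 0.019 to 0.048 for spermatogenesis, -0.579 to -0.487 for Xbp1 and 0.067 to 0.097 for Creb3l2. Ppp1r15a in Creb3l2 cells lost its call under total library size (adjusted p 0.0509), DESeq2 (0.13) and the replicate block (0.058). Atf6 in Creb3l2+XBP1s cells gained a call under DESeq2 size factors (adjusted p 0.0436), total library size (0.0293) and the replicate block (0.0498). The Sec23b interaction gained one under the block (0.0304). Single left-out libraries lost the calls of Ppp1r15a and Dnajb9 in Creb3l2 and of Naip5 in XBP1s cells. In 34 cases, each 1 value with 1 library left out, the value of a named gene other than Creb3l2 and Xbp1 moved.

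Same-numbered replicates did not deviate together. Over 15 pairs the correlation of their deviations from the group means was -0.06 to 0.105, and 1 pair was above 0.1, so the numbers do not pair the samples. With the replicate block the counts were 4314, 5618 and 6822 genes against Neo and 7487 for the interaction. Under the block the values of Tbx19 (-0.01), Ssr3 (0.003) and spermatogenesis (-0.007) in Creb3l2 cells reversed. PERK-ATF4-CHOP targets in XBP1s cells (0.086), translation factors in Creb3l2+XBP1s cells (0.059) and Ppp1r15a in Creb3l2 cells (0.13) were not called. Atf6 in Creb3l2+XBP1s cells (-0.062) and the interaction of Sec23b (-0.109) were newly called.

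Depth limits what can be said of genes near the floor. In thinned libraries 4031, 5029 and 6205 genes were called against Neo, fewer than at full depth.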

Other observations

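The tests on pseudogene copies, on the spread of set medians, on spike-ins and on a shift of the Neo population were chosen only after the results were seen, while the split of the Neo libraries was fixed in advance. The interferon pattern was noticed in Oasl2 and Rtp4 before its list was written, and the list leaves out the genes first seen.

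Translation factors, mitochondrial ribosomal proteins and synthetases did not rise in Creb3l2 cells in these counts, and cytosolic ribosomal proteins rose by a median of 0.047 that rested on 1 library. Simulations with a rise of 10% (0.138 on the log2 scale) were called in 20 of 20 for each set, but they drew genes independently, so the spread of the set medians between libraries was used instead. For the first 3 sets the upper limits of the 95% Welch interval of the Creb3l2 minus Neo difference were at most 0.039, which excludes a relative rise of 10% hidden by that spread. For cytosolic ribosomal proteins the upper limit was 0.448, so too little precision stays open there. Reads lost to pseudogene copies were tested on members that share under 10% of their sequences of read length with another gene. These were 46 translation factors, 35 mitochondrial ribosomal proteins and 34 synthetases, with medians of -0.085, -0.075 and -0.048 and upper limits of at most 0.02, which excludes such losses as the whole cause for these sets. All 74 cytosolic ribosomal proteins share sequence with a pseudogene and only 6 were under the limit (upper limit 0.361), so such losses stay open for them. A rise of all mRNAs per cell, which normalization removes, may hide a rise of these genes. It stays open, because the number of spike-in transcripts in the counts was 0. The study reports more total RNA with Creb3l2, and it states that total RNA is mostly rRNA. This is no measure of mRNA per cell, so values per cell could differ from the relative ones here or not.

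The changes of Creb3l2 and XBP1s against Neo correlated across genes. Shared Neo libraries were excluded as the whole cause, since r was 0.453 with no Neo library shared. A shift of the Neo population alone stays open. Among genes at an unadjusted p under 0.05 in both single-factor comparisons that moved alike, 50.4% had the opposite sign in Creb3l2+XBP1s cells. In 10 simulations of unchanged groups that share the Neo libraries the mean share was 4% (1.1% to 5.5%). However, the Creb3l2+XBP1s population had 6792 called genes against Neo, and such a change of its own can hide a shift of Neo. The second principal component also set the Neo libraries (14.3 to 15.3) apart from all others (-11.1 to -0.97). A shift of Neo and a response shared by both factors cannot be told apart, because no population other than Neo serves as a control.

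Interferon-response genes were lower in Creb3l2 cells. Of 41 listed genes, 35 were tested and 6 are in other sets. Their median log2 fold change was -0.184 (camera adjusted p 0.000731), 29 of the 35 were lower, and 13 were called lower against 2 higher. In XBP1s cells the median was -0.088, with 10 genes called lower and 7 higher, which camera did not call (adjusted p 0.141) and fry did (adjusted p 0.0362), so a smaller fall in XBP1s cells is not excluded. In Creb3l2+XBP1s cells the median was 0.015 (adjusted p 0.529), and between Creb3l2+XBP1s and Creb3l2 cells 0.27 (adjusted p 0.0104). An interferon-like state that differs between populations may account for this, as a hypothesis. Whether it came from Creb3l2 or from infection and selection was not tested.

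Other splits of the libraries into groups of 3 were counted. For XBP1s against Neo, Creb3l2+XBP1s against Neo and Creb3l2+XBP1s against XBP1s, 1 of the 10 splits, the real one, gave as many genes (5570, 7122 and 8288). The other splits gave 0 genes at the adjusted threshold and at most 285 at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so this test alone cannot exclude a split by luck.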
